A study of Homo sapiens with 15 samples.

How the data were processed

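RNA of CD34-positive cord blood cells was measured in 15 libraries, prepared with depletion of ribosomal RNA per the labels' protocols. The deposited table holds expected counts, that is read counts of which some are fractions, for 60725 Ensembl genes in each library. Reads were aligned to hg38 with STAR 2.5.1b and counted with featureCounts 1.5.0-p1, per the submitters' processing notes. The counting options, the annotation release and the strand setting are not stated. Between 76.5% and 81.0% of the nonzero values of a library were whole, within a tolerance of 1e-06, so reads shared between genes or positions appear as fractions, and genes with near copies (histones, globins, keratins, EEF1A2) are uncertain to that extent. Without a stated strand setting, reads of a gene and of its antisense partner cannot be told apart. Library totals differ, from 18.7 to 41.1 M (mega counts), so the counts had not been scaled to a common total. Other kinds of scaling were not tested for.

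Gene names and coordinates came from GENCODE release 29 (hg38) by Ensembl identifier. Names were found for 57055 identifiers, and 3670 had none. XIST, TSIX and Y-linked genes, 567 in all and at most 0.198% of the counts of a library, were left out. Counts were rounded, which changed no total by more than 0.0019%.

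The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. All 15 libraries entered 1 fit with 1 mean per group, TMM factors and the genes kept by filterByExpr (26000), which left 10 residual degrees of freedom and a prior of 5.42. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). The standard error of a log2 change is its size divided by the square root of F. The 9 comparisons are valproate against control at days 2 and 4, the difference of these effects, each culture group against day 0, and day 4 against day 2 in each arm. DESeq2 1.42.0 (Wald test) was run on the same genes. The test was also run on simulated counts made from the means and library sizes of these data. For valproate at day 2 (24749 genes) edgeR called 30% and 34% of the genes raised and lowered by a log2 change of 1, and 92% and 84% of those changed by 2. For day 4 (24797 genes) it called 34%, 44%, 96% and 86%. Of its calls, 5.51% and 4.38% (7 and 6 genes) were on unchanged genes. Each change was given to 50 genes, far fewer than were called in the real data. The adjusted p depends on how many genes change, so these rates may not hold for the real data.

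The comparisons, the tests, 43 gene lists and the rule for naming genes were fixed before the data were examined. The lists cover stem and progenitor cells, blood lineages, mitochondria and energy, p53 and the cell cycle, chromatin, growth, stress and signalling, and markers of cells outside blood. Some share genes, the most being 6 between stem cell genes and HOX clusters, and p53 targets share 3 with the BCL2 family. Lists with at least 5 tested genes were tested with camera (limma 3.58.1, log2 CPM with a prior count of 2, inter-gene correlation 0.01, Benjamini-Hochberg over lists), again with the correlation estimated from the residuals, and with fry. With the estimated correlation camera called 1 list, neuronal genes, for valproate at each day. For valproate at days 2 and 4, 6 and 4 lists had an unadjusted p under 0.05, and fry called 13 and 12. In the other comparisons camera called 0. There 1, 9, 12, 7, 7, 1 and 1 lists had an unadjusted p under 0.05 and fry called 0, 33, 28, 34, 31, 23 and 1.

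Named genes follow a rule with 3 parts. Part 1 takes protein-coding genes with an adjusted p under 0.05, at least 5 CPM (counts scaled by library size) in the higher group and no overlap between the libraries of both groups, ranked by log2 change, 10 higher and 10 lower for valproate and 5 and 5 elsewhere. Part 2 takes from each list described up to 4 members with the smallest adjusted p, and fixed genes, among them CD34, CDKN1A, MDM2, SOD2, MYC, HDAC1, HDAC2, HDAC3, MECOM, HLF, AVP, THY1, PROCR, ITGA6, MKI67, HK2, LDHA, PPARGC1A and TFAM. Part 3 takes genes of part 1 whose valproate effects differed between the days. Some genes that the rule takes are not reported here. The culture comparisons give the fixed genes of the lists described there. Where a group held 0 counts of a gene, the fold is a bound against a floor of 3 counts over the group, and with 1 to 3 counts it is a ratio with an exact counting interval. Values after ± are standard errors unless another measure is named.

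Whether set numbers pair libraries was checked from the correlation of the deviations of same-numbered libraries from their group means. It was 0.396 to 0.781 for valproate against control at day 2. There only set 1 stood clear of other numbers, at 0.781 against at most -0.652. Sets 2 and 3 had 0.564 and 0.396, but also up to 0.498 and 0.324 with a library of another number. For control and valproate at day 2 against day 0, the same-number correlation was above 0.1 in every set. The same held for control at day 4 against day 2. In the other comparisons the same-number correlation was not above 0.1 in every set. The labels do not say what a set shares, so the block was an alternative. The alternatives were RLE factors, library size alone, DESeq2, no filter on low counts, a stricter filter (5 CPM in 3 libraries, 13628 genes), a fold minimum of 2, only the libraries compared, mitochondrial and structural RNA genes left out, the set number as a block, an estimated inter-gene correlation, and each library left out in turn. Leaving out set 1 of both day 2 groups, or of every group, was added after the data were seen.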

Results

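Total RNA depleted of ribosomal RNA was sequenced from CD34-positive cells of human umbilical cord blood, the fraction that holds blood stem and progenitor cells. The 15 libraries form 5 groups of 3. Uncultured cells (day 0) were taken after magnetic bead separation followed by a flow sort. Cultured cells were kept for 2 or 4 days in Stemline medium with thrombopoietin at 100 ng/ml, the FLT-3 cytokine at 100 ng/ml, interleukin 3 at 50 ng/ml and stem cell factor at 150 ng/ml, and were sorted for CD34 before RNA was made. At each day 1 culture group also received valproic acid at 1 mM, a short fatty acid that inhibits histone deacetylases, and the other did not (control). The titles number the libraries of each group as sets 1 to 3, but do not say whether a set is a donor, so the p-values measure the spread between libraries. The title of the series names 3 questions, which are reprogramming of the cells, remodelling of mitochondria and activation of p53.

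The total expected counts, in mega counts (M), of sets 1, 2 and 3 were 25.4, 23.0 and 21.8 M at day 0. They were 38.7, 30.6 and 39.7 M in control and 39.6, 39.4 and 26.0 M in valproate at day 2. At day 4 they were 26.9, 18.7 and 21.8 M in control and 32.3, 28.6 and 41.1 M in valproate. Small structural RNAs took 9.96% to 12.8% of the counts at day 0 and 3.42% to 8.02% in culture. At day 2 the share was lower with valproate in every set. It was 5.76%, 5.99% and 7.10% in sets 1, 2 and 3 of control and 3.42%, 4.86% and 4.68% with valproate. At day 4 the groups overlapped, at 5.33% to 8.02% in control and 5.36% to 5.64% with valproate. Replicates differed beyond counting noise in every group, with at least 3.21 times the Poisson variance per gene between any pair. That lowest value was reached by sets 2 and 3 of valproate at both days, while all other pairs had 16.1 to 113. These libraries were thus much closer to each other than other replicates were. The tests treat them as independent, and why they were so close was not tested.

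Culture and valproate each moved the libraries as groups. On a principal component analysis of 26000 genes, the first component (42.1% of the variance) parted day 0, at -188 to -143, from cultured cells, at -11.7 to 91.4. The second (23.8%) held day 4 libraries at -116 to -34.3 and day 2 libraries at -1.78 to 111, with set 1 of both day 2 groups farthest out, at 111 in control and 104 in valproate. The third (15.2%) parted the 6 control cultures, at 49.2 to 70.8, from the 6 valproate cultures, at -65.2 to -48.5.

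**Figure D1:**
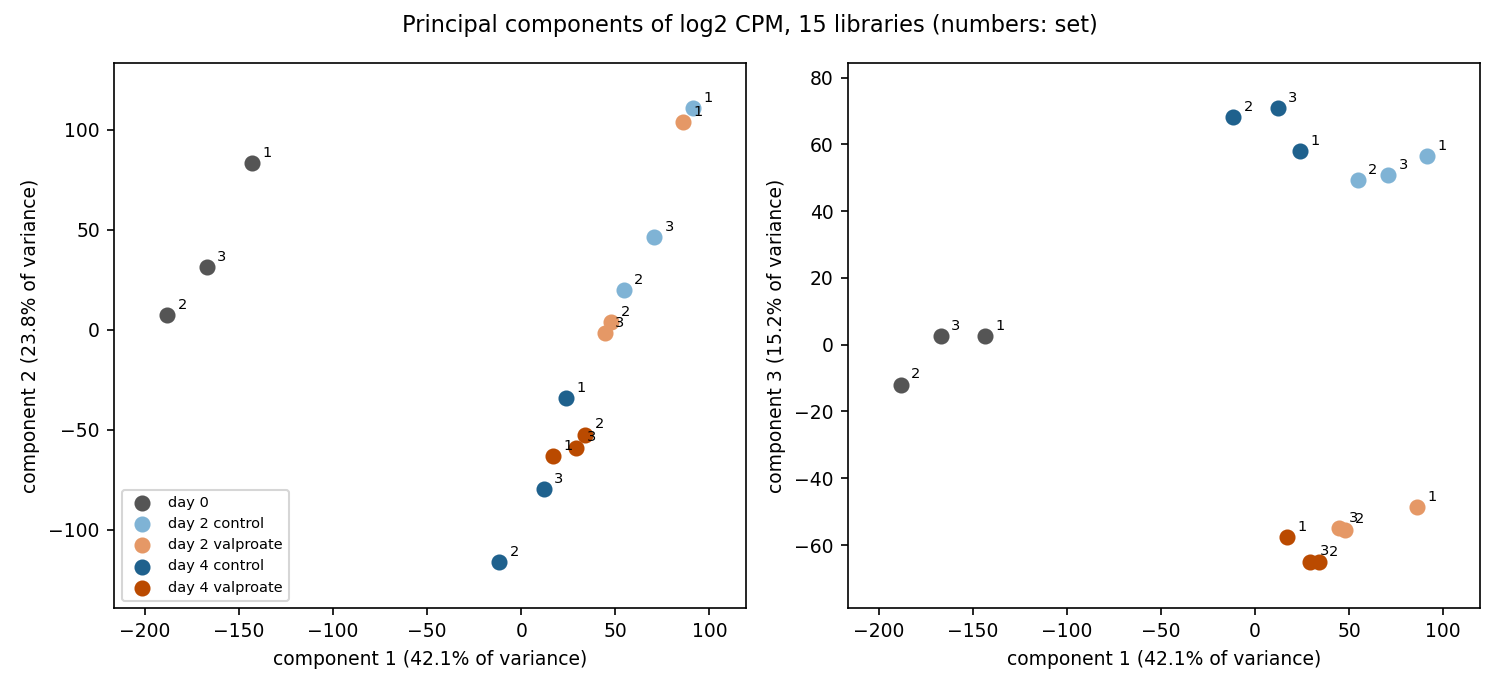
Scores of the 15 libraries on principal components 1 and 2 (left) and 1 and 3 (right), from log2 CPM of 26000 genes, with 1 point per library coloured by group and the share of variance on each axis. Day 0 lies apart on component 1, and the valproate cultures, at -65.2 to -48.5 on component 3, lie apart from the control cultures, at 49.2 to 70.8.

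The first comparison asks which genes valproate changed within 2 days. Among the highest rises were genes known from nerve cells. PNMA2, an antigen of neurons (ENSG00000240694.8, chromosome 8, 26504686-26514092), was 195-fold higher, a log2 change of 7.61 ± 0.37 (SE, n = 3 libraries per group, as for every value after ±). KIF1A, a motor of axonal transport (ENSG00000130294.14, chromosome 2, 240713761-240821036), was 104-fold higher (6.70 ± 0.43). DPYSL5, of axon growth, rose by 7.32 ± 0.48, and EEF1A2, the elongation factor of neurons and muscle, by 6.49 ± 0.39. ADGRB2, an adhesion receptor of brain, rose by 6.29 ± 0.26, OLIG2, an oligodendrocyte regulator, by 6.29 ± 0.47, APLP1, of the amyloid precursor family, by 5.96 ± 0.45, FRAS1, an extracellular matrix protein, by 6.31 ± 0.69 and CDC42EP1 by 5.92 ± 0.53. RIMS2, of the presynaptic zone, had 3 counts over the control group, a ratio of 230 with a counting interval of 78.4 to 1118. Several genes of mature myeloid cells fell, though the list of mast cell, basophil and eosinophil markers did not fall as a whole. Within sets 1, 2 and 3 the mean of that list was 0.05, 0.33 and -0.07. EPX, the peroxidase of eosinophils, changed by -3.03 ± 0.33, MPEG1, a pore protein of macrophages, by -2.71 ± 0.37, CLC, the eosinophil crystal protein, by -2.33 ± 0.42, MS4A6A by -2.43 ± 0.44 and GPR183, a chemotactic receptor, by -2.17 ± 0.31. TIFAB (-2.45 ± 0.40), PKLR, the pyruvate kinase of red cells and liver (-2.35 ± 0.27), and APOC1 (-2.14 ± 0.40) fell too. The edgeR quasi-likelihood adjusted p (Benjamini-Hochberg) of these genes ran from 2.2e-09 to 0.0022, and all 3 valproate libraries lay beyond all 3 controls. ELANE, neutrophil elastase (-3.20 ± 0.94), and TGFBI (-2.07 ± 0.53) also passed, but not in every alternative (edgeR adjusted p up to 0.254 and 0.0961). ELANE lost the call without control 1, where its change was -1.90, or any 1 valproate library, and TGFBI without control 1 or valproate 2 or 3.

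Of the genes fixed for the stem cell question, THY1 (CD90), a surface marker of blood stem cells, rose by 5.38 ± 0.40, PROCR (EPCR), another, by 3.23 ± 0.29, and ITGA6, the integrin alpha 6 chain, by 0.95 ± 0.19 (edgeR adjusted p = 1.1e-06, 4.9e-06 and 0.0037). HLF, a regulator of stem cells, was at 1.13 ± 0.33 (edgeR adjusted p = 0.040), a call that ended with RLE factors and on leaving out control 2 or 3 or any 1 valproate library (up to 0.182 over the alternatives). MECOM (0.46 ± 0.20) and AVP (-0.03 ± 0.37) did not pass. CD34, given as a check of the sort, was at 0.72 ± 0.36 and did not pass. CDKN1A (p21), a cell cycle inhibitor induced by p53, rose by 2.29 ± 0.29 (edgeR adjusted p = 9.7e-05). MDM2 (-0.25 ± 0.13) did not pass. PPARGC1A, a coactivator of mitochondrial biogenesis, rose by 3.26 ± 0.69 (edgeR adjusted p = 0.0055). The values of TFAM (-0.30 ± 0.27), SOD2 (-0.04 ± 0.22), HK2 (-0.15 ± 0.36), LDHA (-0.54 ± 0.24), MYC (-0.50 ± 0.17), MKI67 (-0.31 ± 0.52), HDAC1 (-0.03 ± 0.23), HDAC2 (-0.19 ± 0.23) and HDAC3 (-0.13 ± 0.19) did not pass.

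Among the gene lists, neuronal genes rose as a group. Of 25 tested, 15 rose (18 adjusted over the list alone), with a mean log2 change of 1.56 (camera adjusted p = 6.2e-13, and 0.00028 with an estimated correlation). Examples are SYP, a synaptic vesicle protein (2.57 ± 0.23), ELAVL4 (4.47 ± 0.52) and MAP2 (3.11 ± 0.37). Of 28 stem cell genes 10 rose (13 adjusted over the list alone, mean 1.06), among them CRHBP (2.17 ± 0.21) and ITGA3 (2.48 ± 0.35). Of 18 endothelial and stromal markers 8 rose (9, mean 1.39), among them PDGFRB (3.49 ± 0.21) and TEK (1.48 ± 0.22), a receptor of endothelium and stem cells. Of 27 interferon response genes 6 rose (10, with 1 lower, mean 0.62), such as IFI6 (1.61 ± 0.28) and RSAD2 (1.26 ± 0.24). By camera the adjusted p was 3.3e-08, 1.3e-05 and 0.00018 for these 3 lists, and the adjusted p with an estimated correlation was 0.25, 0.25 and 0.55. Of 35 p53 targets 7 rose (10), including EDA2R (2.03 ± 0.30), GDF15 (2.93 ± 0.46) and PERP (2.32 ± 0.39), with a mean of 0.53 (camera adjusted p = 0.048, 0.75 with an estimated correlation, and 0.080 with the set as a block). That call was also lost with RLE factors and without control 2 or 3 or valproate 1.

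Myeloid markers and lists of growth and metabolism fell by camera, most by small amounts. Of 26 monocyte and granulocyte markers 3 fell (7 adjusted over the list alone, with 2 higher), among them IRF8, a regulator of monocytes (-1.95 ± 0.28), with a list mean of -0.80 (camera adjusted p = 0.00020, and 0.68 with an estimated correlation). Of 29 ribosome biogenesis genes 4 fell (9, mean -0.45, camera adjusted p = 7.5e-10, 0.36 with an estimated correlation). The 24 cholesterol synthesis genes averaged -0.39 and the 40 of DNA replication -0.31 (camera adjusted p = 3.4e-06 and 5.3e-07, 0.36 and 0.68 with an estimated correlation). For the mitochondrial question, nuclear genes of oxidative phosphorylation averaged -0.15 over 72 and mitochondrial ribosome genes -0.22 over 78 (camera adjusted p = 0.0017 and 1.3e-05, 0.81 and 0.75 with an estimated correlation). With library size alone the first mean was 0.03. Without control 1 or valproate 3 the means were -0.06 and -0.15, and the oxidative phosphorylation call was lost. Without control 2 or valproate 1 they were -0.30 and -0.36, and -0.28 and -0.35. Libraries of equal set number went together at day 2, mainly those of set 1. Leaving out 1 of a pair thus also moves a mean by its set. Within sets 1, 2 and 3 valproate minus control was -0.07, -0.07 and -0.31 for oxidative phosphorylation and -0.14, -0.15 and -0.38 for the mitochondrial ribosome. In both lists edgeR called 0 genes at day 2, with 3 lower in the first at an unadjusted p under 0.05 and 1 higher and 2 lower in the second, and DESeq2 called 1 lower in each. The 13 subunits encoded in mitochondrial DNA averaged 0.04 and were not called, with -0.14, 0.12 and 0.13 within sets 1, 2 and 3. Set 1 stood apart in both arms, so their mean was -0.29 without control 1 and 0.45 without valproate 1, and -0.20 to 0.16 without any other library.

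In all, edgeR called 2385 of 26000 genes at day 2, 2059 higher and 326 lower (1729 and 107 by at least 2-fold), and DESeq2 called 3315. Higher genes made up 86.3% of the edgeR calls, against 71.2% with RLE factors, 93.8% with library size alone and 62.1% in DESeq2. RLE factors shifted the median of all genes by -0.127 on the log2 scale and library size alone by 0.177. The groups did not overlap for 6913 genes, where chance gives 10%. Without set 1 of both day 2 groups, which stood apart from sets 2 and 3, 1782 genes were called, 1618 higher and 164 lower, and 1637 were shared with the same direction. The lower count was 117 without valproate 2, 112 without valproate 3 and 197 without control 3 (1557, 1612 and 1442 higher), and 514 with the stricter filter, 552 with the block and 1256 in DESeq2.

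The second comparison asks the same after 4 days. The neuronal genes DPYSL5 (7.99 ± 0.52), KIF1A (7.85 ± 0.45), EEF1A2 (6.81 ± 0.39) and ADGRB2 (6.37 ± 0.26) were again among the highest rises. With them rose NES, the nestin of neural progenitors (ENSG00000132688.10, chromosome 1, 156668763-156677397), by 6.69 ± 0.40, NTS, which encodes neurotensin, by 6.33 ± 0.63, UNC13A, of synaptic vesicle release, by 5.65 ± 0.37, CDC42EP1 by 6.23 ± 0.54 and FRAS1 by 5.58 ± 0.65. OLIG2 had 2 counts over the control group, a ratio of 214 with a counting interval of 59.0 to 1770. Some genes known from macrophages and dendritic cells were among the deepest falls. No list was fixed for these cells, so they were not tested as a group. CLEC10A, a lectin of both, changed by -7.17 ± 0.63, MRC1, the macrophage mannose receptor (ENSG00000260314.2, chromosome 10, 17809344-17911170), by -6.61 ± 0.49, TGFBI, a matrix protein of macrophages, by -6.42 ± 0.63 and HK3, the hexokinase of myeloid cells, by -5.82 ± 0.44. ZNF366, of dendritic cells (-5.66 ± 0.66), CD1C, a lipid-presenting molecule (-5.51 ± 0.64), PIGR, the polymeric immunoglobulin receptor (-4.90 ± 0.75), and MPEG1 (-4.82 ± 0.40) fell too. The edgeR adjusted p (Benjamini-Hochberg) of these genes ran from 2.9e-09 to 0.00029, and all 3 valproate libraries lay beyond all 3 controls. ELANE (-7.22 ± 1.14, edgeR adjusted p = 0.00038) and S100A8, of neutrophils and monocytes (-6.04 ± 1.29, edgeR adjusted p = 0.0045), also fell. S100A8 leaned on control 3, without which its change was -2.94 (edgeR adjusted p = 0.0497) and that of ELANE -5.39.

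The fixed stem cell genes rose at day 4, except AVP. THY1 rose by 4.93 ± 0.40, PROCR by 3.01 ± 0.30, ITGA6 by 2.57 ± 0.20, HLF by 1.68 ± 0.34 and MECOM, which encodes EVI1, by 1.10 ± 0.21 (edgeR adjusted p from 7.4e-07 to 0.0030). AVP was at -0.36 ± 0.41 and did not pass. CD34 was at 1.36 ± 0.36 (edgeR adjusted p = 0.019, up to 0.0895 over the alternatives, with the call lost without control 3 or valproate 2 or 3). CDKN1A rose by 1.51 ± 0.28 (edgeR adjusted p = 0.0016), while MDM2 (-0.11 ± 0.13) did not pass. SOD2, the superoxide dismutase of mitochondria, was at 0.71 ± 0.22 (edgeR adjusted p = 0.043), a call ended by leaving out control 2 or 3 or any 1 valproate library (up to 0.154 over the alternatives). The values of PPARGC1A (2.25 ± 0.74), TFAM (0.16 ± 0.27), HK2 (-0.25 ± 0.36), LDHA (-0.19 ± 0.24), MYC (-0.08 ± 0.17), MKI67 (-0.24 ± 0.52), HDAC1 (0.23 ± 0.23), HDAC2 (0.34 ± 0.23) and HDAC3 (0.08 ± 0.19) did not pass. PPARGC1A did pass with the set number as a block.

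**Figure D2:**
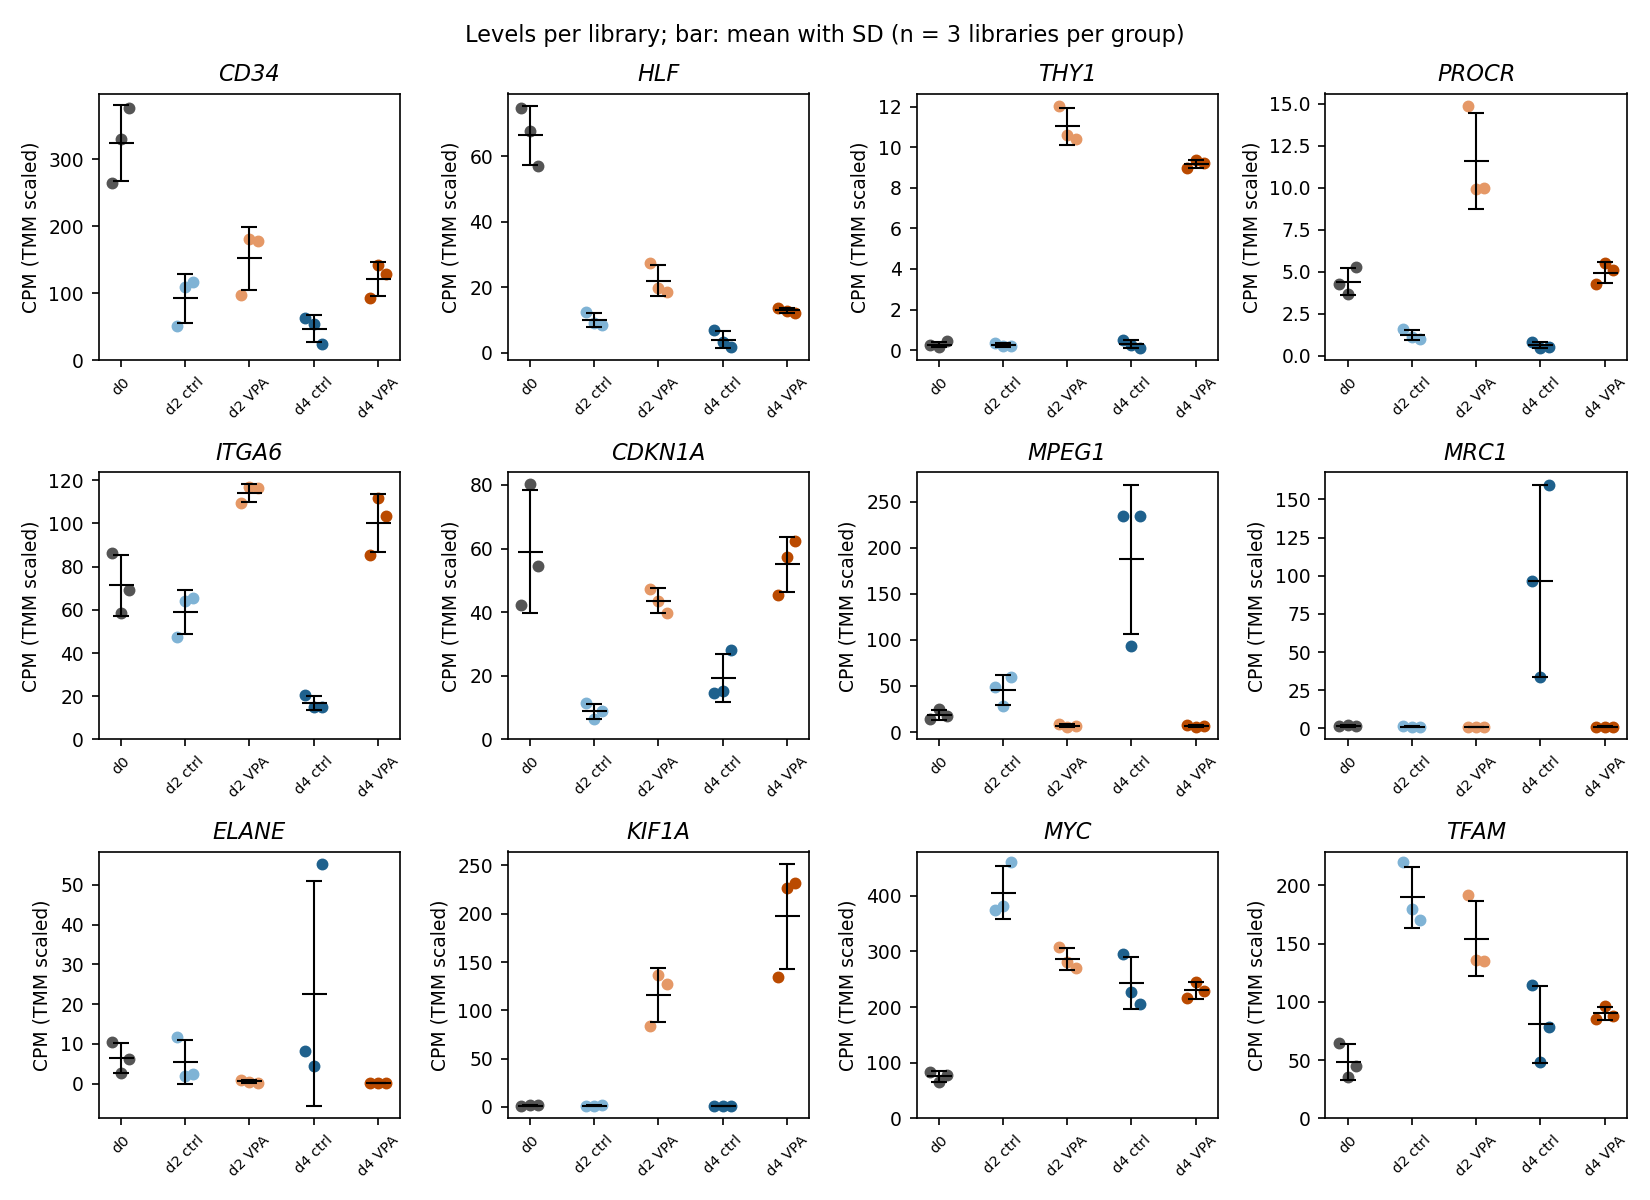
CPM with TMM library sizes (y axes, linear scale) for 12 genes in the 5 groups (x axes), with 1 point per library and bars for the mean ± SD of 3 libraries. THY1, PROCR and ITGA6 stood higher with valproate at both days, while MRC1 rose from day 2 to day 4 in control (log2 change 6.35) and was lower with valproate at day 4 (-6.61).

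By list, stem cell genes and neuronal genes rose and monocyte and granulocyte markers fell. Of 28 stem cell genes 15 rose (17 adjusted over the list alone, mean 1.39), among them ESAM, an endothelial adhesion molecule of stem cells (3.14 ± 0.26). Of 25 neuronal genes 16 rose (19, mean 1.60), such as SYP (3.74 ± 0.25) and BEX1 (4.11 ± 0.38). Of 26 monocyte and granulocyte markers 14 fell and 1 rose (15 and 1, mean -1.59), among them IRF8 (-3.36 ± 0.29) and CSF1R, the receptor of macrophage growth factor (-2.50 ± 0.30). For these 3 lists the camera adjusted p was 5.3e-11, 5.3e-11 and 7.9e-08, and the adjusted p with an estimated correlation was 0.18, 0.00063 and 0.51. Within sets 1, 2 and 3 the monocyte and granulocyte mean was -1.20, -0.98 and -2.59, as control 3 stood above the other controls on this list. Of 27 interferon response genes 12 rose and 1 fell (16 and 1, mean 0.75), such as RSAD2 (2.70 ± 0.26) and, lower, IRF7 (-0.99 ± 0.15). Of 18 endothelial and stromal markers 8 rose and 1 fell (9 and 2, mean 1.26), with PDGFRB at 3.96 ± 0.22 and TEK at 2.63 ± 0.23 (camera adjusted p = 0.00011 and 0.00036, and 0.51 and 0.33 with an estimated correlation).

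A further 3 lists rose with less certainty. Of 35 p53 targets 8 rose and 2 fell (8 and 3 adjusted over the list alone, mean 0.58), including GDF15 (3.20 ± 0.46) and GADD45A (1.35 ± 0.25). Of 11 cyclin-dependent kinase inhibitors 5 rose (5, mean 0.97), including CDKN1C, p57 (2.05 ± 0.29), and CDKN2A (3.38 ± 0.59). Of 20 T and NK cell markers 6 rose and 1 fell (10 and 3, mean 0.83), with GZMB, a granzyme, at 4.63 ± 0.42 and NKG7 at -2.05 ± 0.19. The camera adjusted p was 0.035, 0.017 and 0.019, and 0.92, 0.67 and 0.51 as the adjusted p with an estimated correlation. Each of these 3 calls was lost without day 4 control 2, which had the lowest total (18.7 M), and the p53 mean was then 0.43. The nuclear oxidative phosphorylation genes averaged 0.32 and mitochondrial ribosome genes 0.22, and neither list was called (camera adjusted p = 0.086 and 0.20). Both means turned on the controls: they were -0.02 and -0.03 without control 2, and 0.60 and 0.43 without control 1, where both lists were called (camera adjusted p = 3.3e-05 and 0.00084). Oxidative phosphorylation was also called without control 3 or valproate 1 and with the set as a block (0.035, 0.033 and 0.027). The mitochondrial ribosome was also called without valproate 1 (0.037). Within sets 1, 2 and 3 the oxidative phosphorylation mean was -0.32, 1.10 and 0.20. For the 13 subunits encoded in mitochondrial DNA it was 0.46, -1.08 and 0.33, as control 2 stood above the other controls on this list.

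In all, edgeR called 3345 genes at day 4, 2373 higher and 972 lower (1920 and 584 by at least 2-fold), and DESeq2 called 3961. Without set 1 of every group edgeR called 6371, but that fit keeps only sets 2 and 3 of valproate, the closest replicates. The groups did not overlap for 8451 genes, where chance gives 10%. Without day 4 control 2, 2866 genes were called, 1998 higher and 868 lower, and 2553 were shared with the same direction. The lower count was 490 without valproate 2, 513 without valproate 3 and 561 without control 3 (1784, 1769 and 1741 higher). Higher genes made up 70.9% of the calls, and 58.6% with the stricter filter.

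Most genes called at day 2 were called in the same direction at day 4. Both days called 1746 genes alike, 1543 higher and 203 lower, where independent lists of these sizes would share 188 and 12.2. Another 3 genes were called in opposite directions. The days share no library, so no control is common to both. The log2 changes of all 26000 genes had a Pearson r of 0.67 and a Spearman rho of 0.45 across genes, which are not independent replicates. Of the genes called at day 2, 97.2% had the same sign at day 4, and 95.1% the other way round. THY1, PROCR, ITGA6, KIF1A, CDKN1A and MPEG1 are among the shared genes.

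**Figure D3:**
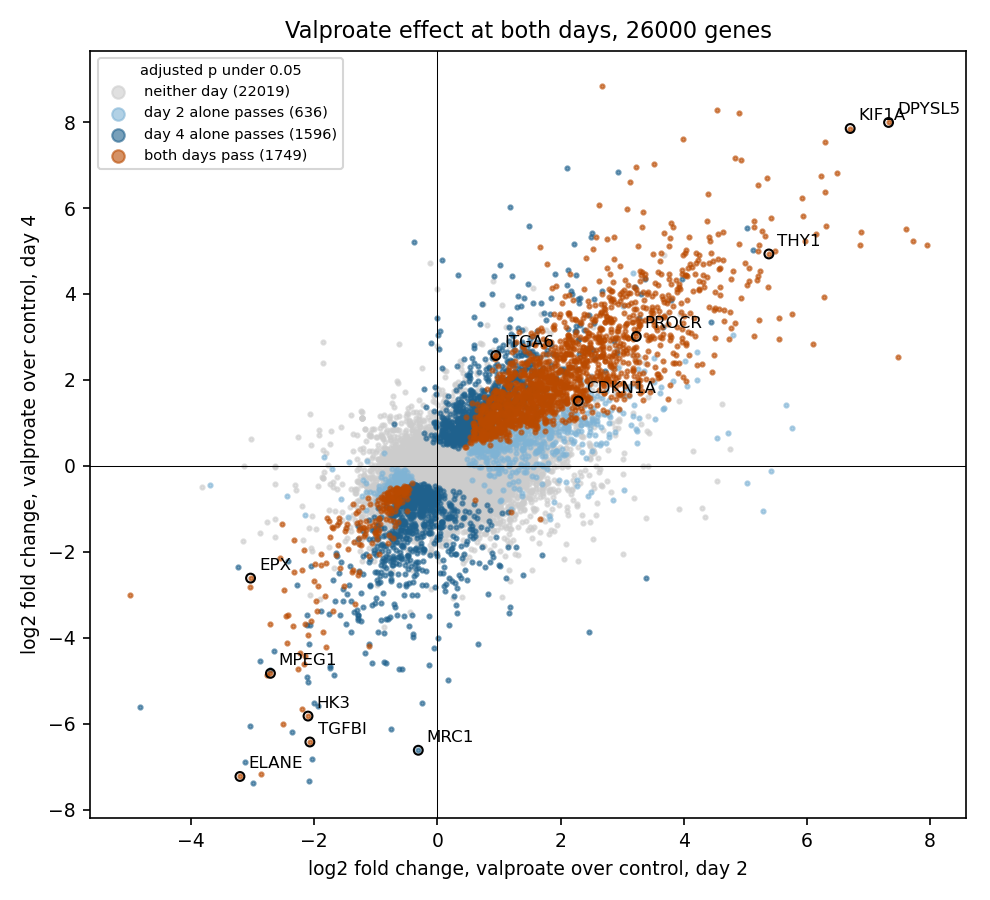
Log2 change with valproate at day 2 (x axis) and at day 4 (y axis) for 26000 genes, 1 point per gene, coloured by whether edgeR called the gene at neither day, day 2 alone, day 4 alone or both. Of the genes called at both days, 1746 lie in the quadrants of equal sign and 3 outside them.

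Whether valproate acted differently at the 2 days was tested as the difference of its effects, day 4 minus day 2. The macrophage gene MRC1 differed by -6.30 ± 0.65. Its change was -0.31 at day 2 and -6.61 at day 4, and it rose from day 2 to day 4 in control. SLC4A3, an anion exchanger, differed by -4.79 ± 0.54 and KCNK10, a potassium channel, by -4.49 ± 0.50 (edgeR adjusted p = 0.0015, 0.0017 and 0.0017, Benjamini-Hochberg). These 3 kept their call in every alternative run. HK3 (-3.72 ± 0.60), TGFBI (-4.35 ± 0.76) and ITGA6 (1.62 ± 0.27) also differed (edgeR adjusted p = 0.030, 0.042 and 0.033), but lost the call when single libraries were left out. The call of ITGA6 and TGFBI was lost without day 2 control 2 or 3, day 4 control 3 or any 1 valproate library, and that of HK3 without day 2 control 2 or 3, day 2 valproate 2 or 3, day 4 control 3 or day 4 valproate 1 or 2 (edgeR adjusted p up to 0.147, 0.186 and 0.133 over the alternatives). Of genes called at 1 day alone, the difference did not pass for PPARGC1A (-1.01 ± 1.10), MECOM (0.64 ± 0.29), CD34 (0.64 ± 0.50) or SOD2 (0.75 ± 0.31). In all 24 genes differed, 4 higher and 20 lower at day 4, with 1649 at an unadjusted p under 0.05 and 174 in DESeq2. The share higher was 16.7%, against 26.7% with RLE factors, 6.67% with library size alone and 39.1% in DESeq2, and RLE factors and library size alone shifted the median difference by 0.102 and -0.217. With the set number as a block 69 genes were called, 12 higher and 57 lower, all 24 among them. Leaving out single libraries gave 4 (day 2 control 3) to 67 (day 4 control 2) genes. Of 43 lists 18 differed by camera, 16 higher and 2 lower, but with an estimated correlation camera called 0 (smallest adjusted p 0.64, with 1 list at an unadjusted p under 0.05) and fry called 0.

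Control culture against day 0 asks what 2 days in cytokines changed, though day 0 cells also came by another route of sorting and held more structural RNA (9.96% to 12.8% of counts). Genes of dividing cells rose together: all 36 of G2 and mitosis, with a mean log2 change of 4.02, and all 40 of DNA replication, with a mean of 2.47. Examples are AURKB (4.42 ± 0.18) and BUB1B (4.32 ± 0.17), of chromosome segregation, MKI67 (3.60 ± 0.57) and RRM2, of nucleotide supply (4.78 ± 0.26). Nuclear genes of mitochondria rose with them, 73 of 78 of the mitochondrial ribosome (mean 1.54; MRPL17 3.33 ± 0.26) and 47 of 72 nuclear genes of oxidative phosphorylation (mean 1.02, with 2 lower), as did 21 of 24 cholesterol synthesis genes (mean 2.25). The 13 subunits encoded in mitochondrial DNA did not, with a mean of -0.42 (camera adjusted p = 0.61, and a mean of -0.07 without day 2 control 1). TFAM, a mitochondrial DNA factor, rose by 1.97 ± 0.28 and LDHA, lactate dehydrogenase, by 1.26 ± 0.25. Stem cell genes fell, 21 of 28 with 1 higher (mean -1.91), with CRHBP at -4.91 ± 0.24, AVP at -4.61 ± 0.39, HLF at -2.73 ± 0.34, PROCR at -1.83 ± 0.28 and MECOM at -1.22 ± 0.21. Of 26 immediate-early genes 23 fell (mean -3.43), such as NR4A1 (-6.87 ± 0.27) and the factor KLF2 (-8.12 ± 0.43). The counts adjusted over the list alone were 36, 40, 74, 48, 21, 21 and 23. In this order camera gave an adjusted p of 7.4e-26, 1.1e-21, 9.1e-18, 5.6e-09, 4.9e-12, 5.1e-07 and 1.3e-10, and with an estimated correlation the adjusted p was 0.18, 0.18, 0.28, 0.44, 0.16, 0.18 and 0.14.

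Single genes at the ends of this comparison included CYP1B1, a cytochrome of the aryl hydrocarbon response (ENSG00000138061.11, chromosome 2, 38066973-38109902), at 7.54 ± 0.49, PSAT1, of serine synthesis, at 6.89 ± 0.49, RBP4 at 6.29 ± 0.73, CTTNBP2 at 6.07 ± 0.39 and TGM5 at 5.55 ± 0.42. Lower were the growth factor IGF2 (ENSG00000167244.18, chromosome 11, 2129112-2149603) at -9.77 ± 0.81 and the collagen gene COL4A2 at -9.25 ± 0.67 (edgeR adjusted p from 1.3e-08 to 4.4e-06 over these genes). TCIM had no counts in the day 2 control group and was at least 291-fold lower, against a floor of 3 counts over the group. SELE, E-selectin, had 2 counts there (ratio 590, counting interval 163 to 4879) and CCN2 1 count (ratio 655, interval 117 to 25924). Such intervals and floors cover counting error only. CD34 was at -1.81 ± 0.36, CDKN1A at -2.73 ± 0.30, MDM2 at 0.74 ± 0.13, MYC at 2.42 ± 0.18 and SOD2 at -1.56 ± 0.22 (edgeR adjusted p from 6.3e-08 to 0.00063). IGF2 overlaps the readthrough gene INS-IGF2, with which reads could be shared. In all edgeR called 14557 genes, 6639 higher and 7918 lower, and library size alone shifted the median of all genes by -0.165. Higher genes made up 45.6% of the calls, against 39.9% with no filter and 54.3% with the stricter filter.

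After 4 days without valproate, stem cell genes again lay below day 0 and genes of division above it. Of 28 stem cell genes 25 fell and 1 rose (mean -2.68), with CD34 at -2.77 ± 0.38, HLF at -4.04 ± 0.37, AVP at -5.59 ± 0.42, PROCR at -2.84 ± 0.30 and MECOM at -2.36 ± 0.22. All 36 G2 and mitosis genes rose (mean 3.40; AURKB 3.96 ± 0.18). Of 80 cytosolic ribosomal protein genes 74 fell and 1 rose (mean -1.66; RPL30 -2.17 ± 0.31). Of 26 erythroid markers 18 rose and 3 fell (mean 1.43), with HBD, the delta globin, at 3.40 ± 0.28, and of 19 mast cell, basophil and eosinophil markers 14 rose (mean 2.11). The counts adjusted over the list alone were 25 lower, 36, 75 lower, 18 and 14. The camera adjusted p was 3.2e-13, 2.8e-25, 6.3e-16, 1.1e-05 and 2.6e-06, and the adjusted p with an estimated correlation 0.081, 0.13, 0.42, 0.17 and 0.15. KRT86 (6.37 ± 0.50), CTTNBP2 (6.26 ± 0.39), TCN1 (6.22 ± 0.77) and PSAT1 (6.08 ± 0.48) rose, and IGF2 (-9.26 ± 0.79) and COL4A2 (-9.10 ± 0.67) fell (edgeR adjusted p from 1.4e-08 to 1.1e-05). KRT81 had 3 counts at day 0 (ratio 142, counting interval 48.3 to 690), TCIM 1 count (ratio 772, interval 138 to 30544) and DUSP8 2 counts (ratio 558, interval 154 to 4612) at day 4, and TFPI2 had none and was at least 234-fold lower. KRT81 and KRT86 are near copies, between which reads could be split. edgeR called 12040 genes, 6048 higher and 5992 lower. Higher genes made up 50.2% of the calls, against 64.9% with library size alone, which shifted the median of all genes by 0.279.

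With valproate for 2 days, part of the stem cell list stood above its uncultured level. THY1 was 5.31 ± 0.41, PROCR 1.40 ± 0.26 and TCF15, a factor of quiescent stem cells, 3.99 ± 0.33 against day 0, while HLF (-1.60 ± 0.33), AVP (-4.64 ± 0.39) and CRHBP (-2.74 ± 0.21) were lower (edgeR adjusted p from 8.9e-08 to 0.00077). Of 28 stem cell genes 4 rose and 19 fell, 4 and 19 adjusted over the list alone (mean -0.85, camera adjusted p = 0.0012, 0.40 with an estimated correlation). All 36 G2 and mitosis genes rose, 36 adjusted over the list alone (mean 3.77, camera adjusted p = 1.3e-23, 0.24 with an estimated correlation). KRT79 (7.78 ± 0.54), CYP1B1 (128-fold), PSAT1 (6.80 ± 0.49), RBP4 (6.67 ± 0.73) and CYP1A1 (6.63 ± 0.63) rose and IGF2 (-8.62 ± 0.75) fell (edgeR adjusted p from 3.0e-08 to 2.8e-06). TCIM, EFEMP1 and RTP5 each had 1 count over the valproate group, with ratios of day 0 to valproate of 1008, 798 and 652 whose counting intervals begin at 180, 143 and 116. edgeR called 13902 genes, 7262 higher and 6640 lower. Higher genes made up 52.2% of the calls, 54.4% with library size alone and 56.4% with the stricter filter. The share was 47.8% with RLE factors, 47.8% in DESeq2 and 44.7% with no filter, so neither direction clearly prevailed.

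After 4 days with valproate THY1 stayed above day 0 (5.05 ± 0.41), while HLF (-2.37 ± 0.34), AVP (-5.95 ± 0.42), CRHBP (-4.27 ± 0.23) and CD34 (-1.41 ± 0.36) were lower. Red cell genes rose, 19 of 26 erythroid markers with 2 lower (mean 1.84), with HBD at 5.09 ± 0.29 and SPTB, a spectrin, at 4.63 ± 0.30, and so did 16 of 19 mast cell, basophil and eosinophil markers with 1 lower (mean 2.38; IL1RL1 4.73 ± 0.22). Of 28 stem cell genes 3 rose and 21 fell (mean -1.28) and of 80 ribosomal protein genes 1 rose and 71 fell (mean -1.32). Adjusted over the list alone, 19, 16, 21 lower and 73 lower were counted. The camera adjusted p was 5.5e-06, 1.9e-06, 5.5e-06 and 3.6e-13, and the adjusted p with an estimated correlation 0.21, 0.19, 0.28 and 0.51. NTS (7.47 ± 0.70), KIF1A (7.32 ± 0.44), HBE1, the embryonic globin (7.28 ± 0.63), KRT79 (7.21 ± 0.53) and CTTNBP2 (7.07 ± 0.40) rose, and COL4A2 (-9.01 ± 0.65), IGF2 (-8.82 ± 0.76) and PPBP (-8.77 ± 0.69) fell (edgeR adjusted p from 2.8e-09 to 0.0044 over all genes named here). DIO3 had no counts with valproate and was at least 279-fold lower, and VCAM1 had 1 (ratio 738, counting interval 132 to 29233). edgeR called 12842 genes, 6764 higher and 6078 lower. Higher genes made up 52.7%, against 65.5% with library size alone, which shifted the median of all genes by 0.245.

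Between day 2 and day 4 of control culture, the macrophage genes MRC1 and SIGLEC1 rose, while ribosomal proteins and nuclear genes of mitochondria fell as lists. MRC1 rose by 6.35 ± 0.49, SIGLEC1, a lectin of macrophages, by 5.65 ± 0.85, TMEM236 by 4.74 ± 0.50, SLC4A3 by 4.63 ± 0.40 and KCNK10 by 4.45 ± 0.34. CYP1A1 (-4.83 ± 0.57), PRSS2 (-3.39 ± 0.45), LCK (-2.65 ± 0.28), CABP7 (-2.64 ± 0.31) and RSAD2 (-2.53 ± 0.26) fell (edgeR adjusted p from 1.5e-05 to 0.0013). Of 80 cytosolic ribosomal protein genes 72 fell (75 adjusted over the list alone, mean -1.31), of 72 oxidative phosphorylation genes 65 fell and 2 rose (67 and 2, mean -1.21), of 78 mitochondrial ribosome genes 71 fell (73, mean -1.10), and of 28 stem cell genes 16 fell and 1 rose (18 and 1, mean -0.77). The camera adjusted p was 2.8e-20, 3.2e-19, 2.6e-21 and 1.4e-05, and the adjusted p with an estimated correlation was 0.47 for each. The 13 subunits encoded in mitochondrial DNA went the other way, with a mean of 0.72 that was not called (camera adjusted p = 0.21, 0.038 with the set as a block) and was 0.20 without day 4 control 2 and 0.38 without day 2 control 1. Without day 4 control 2 the first 3 means were -0.93, -0.87 and -0.86. That library held the lowest total and the highest share of structural RNA in culture (8.02%). edgeR called 9729 genes, 4916 higher and 4813 lower, but 5183 without day 4 control 2 (4992 of them shared), 6089 without day 2 control 1 and 6337 without day 4 control 3. Higher genes made up 50.5% of the calls, against 80.2% with library size alone, which shifted the median of all genes by 0.450. With it the means of 3 other called lists turned, p53 targets to 0.10, mitochondrial dynamics to 0.02 and cholesterol synthesis to 0.08.

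Between day 2 and day 4 with valproate, 7 of 26 erythroid markers rose and 19 were not called (12 higher and 1 lower adjusted over the list alone), including ANK1, the ankyrin of red cells (1.58 ± 0.15). The list, with a mean of 0.75, was called by camera (adjusted p = 7.1e-06) but not with an estimated correlation (0.51), and its mean ran from 0.65 to 0.85 without single libraries. MYOM1 rose by 3.67 ± 0.30, PKHD1L1 by 3.19 ± 0.40 and EGR3, an immediate-early factor, by 2.94 ± 0.32. CYP1A1 (-3.25 ± 0.52), LCK (-2.18 ± 0.27) and NQO1, of the antioxidant response (-1.98 ± 0.31), fell (edgeR adjusted p from 5.2e-05 to 0.0077). COL15A1 (2.81 ± 0.49), FUT7 (-1.92 ± 0.31) and MPZL2 (-1.86 ± 0.39) passed with all libraries but not without single libraries, namely day 2 valproate 2 or 3 for COL15A1, day 4 valproate 1 for FUT7 and any 1 of the 6 for MPZL2 (edgeR adjusted p up to 0.0712, 0.0566 and 0.168 over the alternatives). Ribosomal protein genes averaged -0.81 over 80, oxidative phosphorylation genes -0.74 over 72 and mitochondrial ribosome genes -0.66 over 78. Over all genes edgeR called 0 of the first (66 lower at an unadjusted p under 0.05, 15 lower in DESeq2), while 3 and 2 of the others fell; adjusted over the list alone the counts were 58, 58 and 63, with 1 higher in the second. For these lists the camera adjusted p was 1.5e-16, 3.2e-16 and 6.0e-17, and the adjusted p with an estimated correlation was 0.51 for each. The 13 subunits encoded in mitochondrial DNA averaged 0.59 and were not called (camera adjusted p = 0.10). They were called with the block (0.016) and without day 2 valproate 2 (0.041), but averaged 0.17 without day 2 valproate 1. edgeR called 417 genes, 243 higher and 174 lower, DESeq2 2056, and leaving out single libraries gave 49 (day 2 valproate 3) to 114 (day 2 valproate 1), with 62, 82, 94 and 76 without day 2 valproate 2 and day 4 valproate 1, 2 and 3. Leaving out any 1 of these 6 libraries moved the count by more than 1.5 times. With the block it was 4367, all 417 among them, with 1979 higher and 2388 lower. Higher genes made up 58.3%, against 69.3% with RLE factors and 77.0% with library size alone, which shifted the median by 0.232. The share was 73.5% to 87.8% with single libraries left out, but 37.2% with only the libraries compared and 45.3% with the block.

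**Figure D4:**
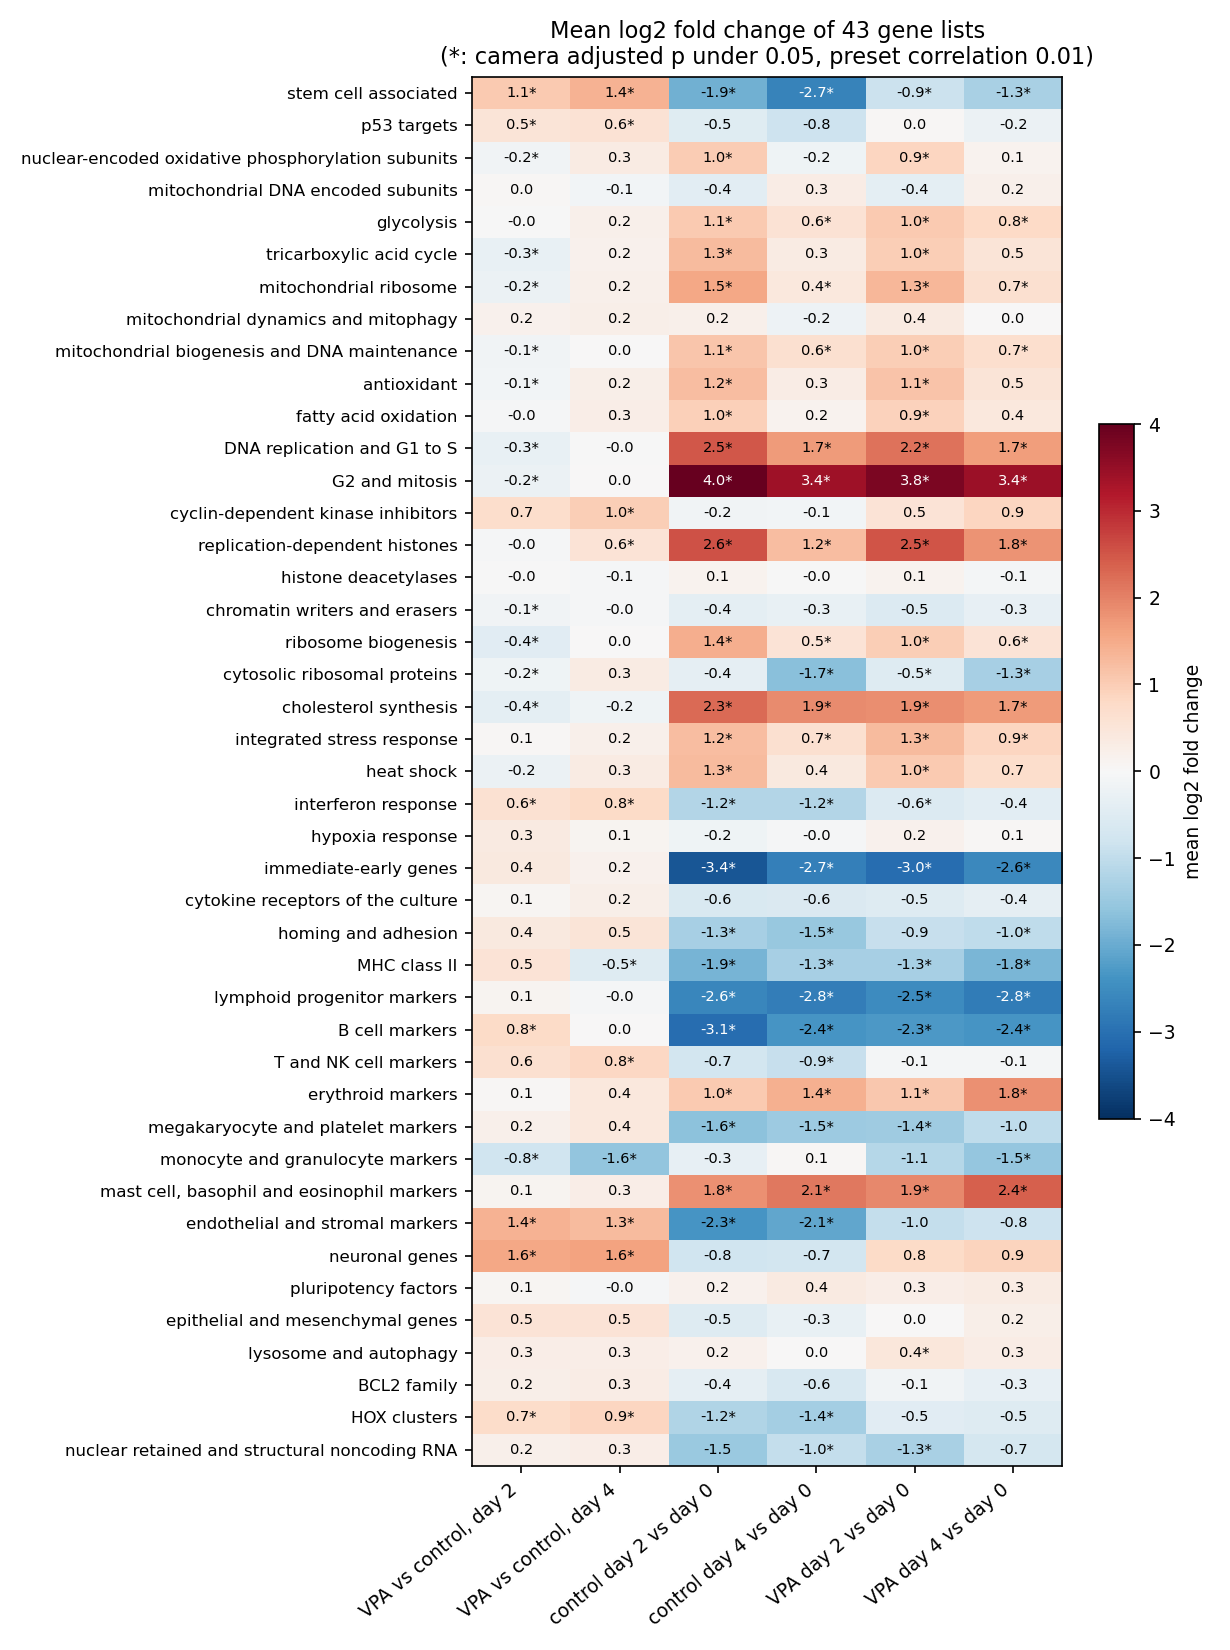
Mean log2 change of each of 43 gene lists (rows) in 6 comparisons (columns), as a colour scale, with marks for lists called by camera. Neuronal genes stood at 1.56 and 1.60 with valproate at days 2 and 4, and G2 and mitosis genes at 4.02 and 3.40 in control culture against day 0.

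Whether valproate opposed the changes of culture was tested across genes, with the effects taken from libraries that do not overlap. The day 2 valproate effect had a Pearson r of -0.22 (Spearman rho -0.16) with the day 4 control culture effect. Of all 20 assignments of the valproate and control libraries, none but the mirror of the real one gave a correlation as large in size, the largest other being 0.176, so the exact 2-sided p was 0.1, the smallest this design allows. Without day 2 valproate 1 the r was -0.149. The day 4 valproate effect had an r of -0.02 (rho 0.07) with the day 2 control culture effect (exact 2-sided p = 0.9, largest other 0.303), which was -0.0996 without day 4 control 2. With 20 assignments no exact p under 0.05 can be reached, so the test leaves open whether valproate opposed culture at either day. The assignments also exchange libraries across sets. At day 2 libraries of equal set number went together, mainly those of set 1, and the exact p takes no account of that.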

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

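The tests of scaling factors, of sequencing depth, of transcript length and of a trend within each library were chosen after the results were seen, and the wording of the pattern on set 1 was settled then too.

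The test of the difference between days picked out 24 genes and 18 gene lists whose valproate effect was not alike at days 2 and 4 (edgeR for genes, camera for lists). Among the genes named by rule, the difference on the log2 scale was -6.30 for MRC1, -4.79 for SLC4A3, -4.49 for KCNK10, -4.35 for TGFBI, -3.72 for HK3 and 1.62 for ITGA6. Monocyte and granulocyte markers differed by a mean of -0.80 and MHC class II genes by -1.05. The mean was 0.33 for stem cell genes, 0.35 for erythroid markers and 0.21 for megakaryocyte markers. It was 0.61 for replication-dependent histones, 0.30 for DNA replication and 0.28 for G2 and mitosis. Heat shock genes differed by 0.55, tricarboxylic acid cycle genes by 0.45, antioxidant genes by 0.34, fatty acid oxidation genes by 0.29, and glycolysis and cholesterol synthesis genes by 0.21 each. Cytosolic ribosomal proteins differed by 0.50, ribosome biogenesis by 0.46, mitochondrial ribosome genes by 0.44 and oxidative phosphorylation subunits by 0.48. With an estimated correlation each of these lists had an adjusted p of 0.64. Many of these values rest on single controls of day 4. Without control 3 the monocyte mean was -0.29, that of MHC class II -0.64 and that of stem cell genes 0.19, and the first and last lost their call. Without control 2 the mean was 0.17 for histones, 0.13 for DNA replication, 0.02 for G2 and mitosis, 0.35 for heat shock, 0.16 for the tricarboxylic acid cycle, 0.05 for antioxidant genes, 0.02 for fatty acid oxidation, 0.08 for glycolysis and for cholesterol synthesis and 0.15 for erythroid markers. It was then 0.12 for cytosolic ribosomal proteins, 0.20 for the mitochondrial ribosome and 0.13 for oxidative phosphorylation, and the calls of erythroid markers, G2 and mitosis, antioxidant genes, fatty acid oxidation, glycolysis and cholesterol synthesis were lost. Without control 1 the means of cytosolic ribosomal proteins, the mitochondrial ribosome and oxidative phosphorylation were instead 0.85, 0.65 and 0.76. Control 1 was also the highest day 4 control on histones, DNA replication, G2 and mitosis and fatty acid oxidation. The same held for tricarboxylic acid cycle, glycolysis, heat shock, antioxidant, cholesterol synthesis and ribosome biogenesis genes. Leaving it out would thus raise these means too.

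The first pattern is a higher valproate effect at day 4 than at day 2 over the 230 genes of the cytosolic ribosome, the mitochondrial ribosome and oxidative phosphorylation, with a mean fitted difference in edgeR of 0.37 (SD over genes 0.21). A trend on transcript length and GC content as the whole cause is argued against, since its removal moved 46.9% of the genes with a known length by more than 0.1 and left the mean at 0.37. Without day 4 control 2 the mean was 0.125, below the bound of 0.185 set before the test, so this 1 library could account for most of the pattern. The mean kept its sign without any 1 library and was highest, at 0.694, without day 4 control 1. Control 2 of day 4 had a mean log2 CPM of 5.36 over these genes, against 6.56 and 6.12 in the other controls and 6.20 to 6.40 with valproate. It also held 0.85% of its counts in the mitochondrial genome (0.21% to 0.37% in the other day 4 libraries), 1.38% in intron-like genes and pseudogenes (0.71% to 0.89%) and 8.02% in structural RNA (5.33% to 6.09%). Its deviation from the group mean had a Spearman correlation of 0.47 with GC content, where control 1 had -0.45 and valproate 3 had 0.39. A trend carried by 1 library can cancel in the fitted difference, so the trend was also taken out of each library over protein-coding genes. For control 2 the correlation was then 0.02 and the mean log2 CPM 5.44, and the difference between days of the valproate effect on mean log2 CPM went from 0.47 to 0.43, so such a trend accounts for a small part at most. The tables do not say whether the cells of control 2 or its preparation brought these differences, and both stay open.

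The second pattern is that valproate raised more genes than it lowered. Scaling as the whole cause is argued against, since under RLE factors and library size alone at least 69.4% of the called genes were higher at either day, and DESeq2 gave 62.1% at day 2. The excess was smaller with the stricter filter, which keeps genes of higher level, at 72.8% at day 2 and 58.6% at day 4 (1541 higher and 1090 lower). That run also called more lower genes than the main fit, 514 against 326 at day 2 and 1090 against 972 at day 4. An effect of level alone was thus not tested and stays open. Of the genes called higher, 921 at day 2 and 925 at day 4 were under 1 CPM in control, where a fall is hard to call. Background reads over silent genes, such as genomic DNA, are argued against by 380 olfactory receptor genes, whose summed CPM were higher by a log2 ratio of 0.26 at day 2 (0.10 at day 4), below a bound of 1.30 set from the median change of the genes called higher that were under 1 CPM in control. Another candidate explanation that stays open is the treatment itself, as an inhibitor of histone deacetylases, and it was not tested beyond the comparison.

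The third pattern is that set 1 at day 2 stood apart from sets 2 and 3 in the same way in both arms. Of 10123 protein-coding genes above a log2 CPM of 3, 510 were lower and 23 higher by more than 1 in both arms, and the deviations of the arms had an r of 0.96 across genes. The set 1 deviation had a correlation of -0.078 with the change from day 0 to day 4 (-0.11 with valproate). For some lists, such as oxidative phosphorylation, that change adds a rise before day 2 and a fall after it. The correlation thus cannot decide on a slower start of culture, which stays open. A lower depth is argued against by totals of 38.7 M in control, above the lowest other of 30.6, and 39.6 against 26.0 with valproate. For transcript length the Spearman correlation was 0.033 over all genes (0.104 with valproate). Over protein-coding genes, of which the pattern is made, it was -0.27 and -0.28 (added afterwards), so a part tied to length stays open. The genes lower in set 1 at day 2 deviated there by a mean of -1.04 in control and -1.01 with valproate, but by -0.03 and -0.12 in set 1 at day 4, and by -0.35 at day 0. These genes were picked for being low at day 2, so smaller values at other days do not exclude a set effect. In the check of set numbers, the deviations of set 1 had an r of 0.40 between day 0 and day 2 control. It was 0.48 between day 0 and day 2 valproate, 0.29 between day 2 and day 4 control and 0.38 between day 0 and day 4 control. For day 4 valproate it was 0.13 with day 2 control and 0.14 with day 4 control. For that group it was 0.066 with day 2 valproate and -0.070 with day 0. The set number may thus carry a part across days. A difference of donor, day or preparation that shows at day 2 stays open, as the labels do not say what a set is.

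Other splits of the same libraries were run as a check on chance. Any other split of 3 against 3 libraries mixes the real groups. The real effect then enters the spread and lowers the count, so these splits are a weak measure of chance. For each comparison of 3 against 3 libraries, 10 splits exist and only 1, the real one, gave as many genes, so no share under 0.05 can be reached. The real count was 2385 for valproate at day 2, where the highest other was 176, from a split that parted 1 pair of sets, and 0 among the others that part all 3 pairs. The highest other was 0 for valproate at day 4 (real 3345), control at day 2 and day 4 against day 0 (14557 and 12040), valproate at day 2 and day 4 against day 0 (13902 and 12842), and day 4 against day 2 in control (9729) and valproate (417). For the difference between days 200 splits exist, of which the real one and 99 drawn at random were run. Of these 100 splits 5, the real one included, gave at least 24 genes and the highest other gave 2139. The 4 others all kept the real groups at day 4 and mixed those of day 2, so they hold the day 4 valproate effect and do not measure chance for the difference. Of the remaining splits, some also kept day 4 alone and gave 2 to 13 genes. Another 8 kept day 2 alone and gave at most 1 gene, and 83 mixed both days and gave 0 in edgeR. Mixing a day also takes its valproate effect into the spread, so these splits do not exclude chance either, and the question stays open.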

How the results depend on the processing

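The settings that leave out set 1 were chosen after the data were seen. Of 436 results on reported genes 323 kept their direction and their side of the threshold in every alternative, 96 lost a call in at least 1 and 11 turned in at least 1. Calls were also gained, among them by 4 results in DESeq2, 3 without set 1 of every group and 1 with the block. Of 184 list results 2, neuronal genes at both days, kept their call in every alternative, and all 182 others lost it with an estimated correlation, if not elsewhere. Simulated changes of 1 on the log2 scale were called in 30% to 44% of genes by edgeR and in 58% to 64% by DESeq2. Only 50 genes were given each change, so the rates may differ in the real data, where more genes were called. Depth limits genes with few counts, for which the folds are bounds or have counting intervals. The cause of a change was not tested unless a setting's construction gives it.

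Named genes that turned were all uncalled. With library size alone at day 2, SOD2 was at 0.14, HDAC1 at 0.14, HDAC3 at 0.041, AVP at 0.16 and HK2 at 0.046, and with the set number as a block AVP was at 0.012. Without set 1 of every group at day 4, MYC was at 0.14 and LDHA at 0.12. With single libraries left out at day 2, SOD2 ran from -0.15 to 0.018, HDAC1 from -0.14 to 0.029, AVP from -0.28 to 0.37, MKI67 from -0.75 to 0.13 and HK2 from -0.50 to 0.17. MKI67 and HK2 were lower with valproate in each of the 3 sets, so leaving out 1 library of a set adds the difference between sets. At day 4, MYC ran from -0.19 to 0.091, HDAC3 from -0.048 to 0.19, AVP from -0.62 to 0.021 and TFAM from -0.10 to 0.51.

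The count of genes that differed between days, 24, varied widely. It was 15 with RLE factors, 45 with library size alone, 174 in DESeq2, 263 with no filter, 52 with the stricter filter, 11 with only the libraries compared, 15 without set 1 at day 2, 167 without set 1 of every group, and 4 to 67 with single libraries left out. The stricter filter, which tests fewer genes, gave 9000 and 7790 for control at days 2 and 4 against day 0, 8856 and 8182 for valproate, and 6110 for control at day 4 against day 2. That last count was 5959 with the fold minimum, which can only lower it, 5705 with only the libraries compared, and 5183 to 11340 with single libraries left out. For valproate at day 4 against day 2 it was 2056 in DESeq2, 3090 with no filter, 3948 with only the libraries compared, 198 without set 1 at day 2 (157 shared) and 49 to 114 with single libraries left out. Valproate at day 4 had 6371 genes and 20 lists without set 1 of every group, against 3345 and 11 in the main run.

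In the main run camera called 19 and 11 lists for valproate at days 2 and 4 and 18 for the difference between days. It called 26, 24, 26 and 19 against day 0 and 19 and 22 between days. With an estimated correlation the counts were 1 for valproate at each day and 0 in each of the 7 other comparisons. The correlation of the day 4 valproate effect with day 2 culture, -0.02, was 0.0786 without set 1 of every group and ran from -0.0996 to 0.0368 with single libraries left out. That of the day 2 effect with day 4 culture ran from -0.239 to -0.149.

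With the set number as a replicate block the counts were 3131 and 4237 for valproate at days 2 and 4, 69 for the difference between days, 15841 and 13543 for control and 15330 and 14268 for valproate against day 0, and 12314 and 4367 between days in control and valproate. Where the check found no pairing, every library correlated best with its own number for control at day 4 against day 0, but not in the 3 comparisons that use valproate at day 4. The block ended 7 list calls, among them p53 targets (camera adjusted p = 0.080) and B cell markers (0.058) at day 2 and immediate-early genes (0.075) for control at day 4 against day 2. It brought 5 lists under the threshold, MHC class II at day 2 (0.026), oxidative phosphorylation (0.027) and cytosolic ribosomal proteins (0.018) at day 4, and subunits encoded in mitochondrial DNA, which rose between days in control (0.038) and valproate (0.016). PPARGC1A at day 4 also passed, and no other call of a reported gene changed.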

Other observations

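The lists and examples described here were picked after their values were seen, while the tests were not. Blood lineage lists that camera did not call still held members that changed with valproate. At day 4, 7 of 26 erythroid markers rose and 4 fell (10 and 6 adjusted over the list alone, mean 0.41, camera adjusted p = 0.42), and the mean was 0.21 without control 2. HBD rose by 1.69 ± 0.25, while TFR2, a transferrin receptor, was at -0.89 ± 0.18. Of 20 megakaryocyte and platelet markers 6 rose and 1 fell (mean 0.43), including ITGB3, a platelet integrin (2.66 ± 0.34), and MMRN1 (2.25 ± 0.34). Of 19 mast cell, basophil and eosinophil markers 7 rose and 4 fell (mean 0.27), with GATA2 at 1.39 ± 0.19 and the eosinophil genes PRG3 at -2.80 ± 0.36 and EPX at -2.61 ± 0.32. The mean of this list was -0.01 without control 2 and 0.41 and 0.42 without control 1 or 3, so the list as a whole shows no clear direction. Of 17 lymphoid progenitor markers 3 rose and 3 fell, with LTB, lymphotoxin beta, at -3.14 ± 0.21 and MME (CD10) at 1.81 ± 0.40. The edgeR adjusted p (Benjamini-Hochberg) of these genes ran from 2.3e-07 to 0.0053.

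Lists of adhesion, signalling and chromatin genes that camera did not call also held members that changed. CXCL12, the chemokine that holds stem cells in the marrow, rose by 4.16 ± 0.55 at day 4, and its list of homing and adhesion genes had 6 of 21 higher at day 4 (7 higher and 2 lower adjusted over the list alone, mean 0.51, camera adjusted p = 0.086). Of 21 epithelial and mesenchymal genes 5 rose and 1 fell at day 2 (5 and 2 adjusted over the list alone, mean 0.54, camera adjusted p = 0.28) and 5 rose and 1 fell at day 4 (5 and 3, mean 0.55, 0.25). Among them, TJP1, of tight junctions, rose by 4.09 ± 0.53 at day 2 and 4.71 ± 0.53 at day 4, and CDH2, N-cadherin, by 2.14 ± 0.43 and 3.98 ± 0.52. CDH1, E-cadherin, fell at day 4 (-3.21 ± 0.35). In the test of the difference between days it was at -1.88 ± 0.47 (edgeR adjusted p = 0.23). Of 16 receptors and mediators of the culture's cytokines 4 rose and 3 fell at day 4 (6 and 3 adjusted over the list alone, mean 0.22 and 0.14 without control 2, camera adjusted p = 0.66), with SOCS3, a feedback inhibitor, at 1.97 ± 0.33, FLT3 at -1.30 ± 0.26 and CSF2RA at -1.96 ± 0.26. Of 18 histone deacetylases 1 rose and 2 fell at day 4 (1 and 2, mean -0.06 and -0.10 to -0.03 without single libraries, camera adjusted p = 0.43), where HDAC11 was at 0.96 ± 0.21, HDAC9 at -1.02 ± 0.19 and HDAC7 at -0.70 ± 0.14 (edgeR adjusted p from 1.6e-05 to 0.0047 over these genes).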
